# An Inducible TGF-β2-TGFβR Pathway Modulates the Sensitivity of HNSCC Cells to Tyrosine Kinase Inhibitors Targeting Dominant Receptor Tyrosine Kinases

**DOI:** 10.1371/journal.pone.0123600

**Published:** 2015-05-06

**Authors:** Emily K. Kleczko, Jihye Kim, Stephen B. Keysar, Lydia R. Heasley, Justin R. Eagles, Matthew Simon, Marianne E. Marshall, Katherine R. Singleton, Antonio Jimeno, Aik-Choon Tan, Lynn E. Heasley

## Abstract

The epidermal growth factor receptor (EGFR) is overexpressed in approximately 90% of head and neck squamous cell carcinomas (HNSCC), and molecularly targeted therapy against the EGFR with the monoclonal antibody cetuximab modestly increases overall survival in head and neck cancer patients. We hypothesize that co-signaling through additional pathways limits the efficacy of cetuximab and EGFR-specific tyrosine kinase inhibitors (TKIs) in the clinical treatment of HNSCC. Analysis of gene expression changes in HNSCC cell lines treated 4 days with TKIs targeting EGFR and/or fibroblast growth factor receptors (FGFRs) identified transforming growth factor beta 2 (TGF-β2) induction in the three cell lines tested. Measurement of TGF-β2 mRNA validated this observation and extended it to additional cell lines. Moreover, TGF-β2 mRNA was increased in primary patient HNSCC xenografts treated for 4 weeks with cetuximab, demonstrating in vivo relevance of these findings. Functional genomics analyses with shRNA libraries identified TGF-β2 and TGF-β receptors (TGFβRs) as synthetic lethal genes in the context of TKI treatment. Further, direct RNAi-mediated silencing of TGF-β2 inhibited cell growth, both alone and in combination with TKIs. Also, a pharmacological TGFβRI inhibitor similarly inhibited basal growth and enhanced TKI efficacy. In summary, the studies support a TGF-β2-TGFβR pathway as a TKI-inducible growth pathway in HNSCC that limits efficacy of EGFR-specific inhibitors.

## Introduction

Worldwide, head and neck squamous cell carcinoma (HNSCC) is the 6^th^ most common cancer [1,2]. While the morbidity of the disease has decreased due to better organ preservation surgeries [3], the overall five-year survival rate for HNSCC has not improved significantly in the past several decades, remaining at 40–50% [4,5]. Thus, it is imperative to develop new therapies to improve survival. The modern approach to personalized cancer therapeutics involves identifying the dominant growth pathway(s) in cancer cells and subsequently treating with an inhibitor of this pathway. In this regard, the epidermal growth factor receptor (EGFR) is overexpressed, but rarely mutated [6,7], in about 90% of HNSCC tumors [4,8], making it an attractive target for therapy. Both monoclonal antibodies, such as cetuximab, and tyrosine kinase inhibitors (TKIs), such as gefitinib and erlotinib, have been clinically tested in HNSCC [9–11]. EGFR-targeted therapy alone has not yielded cures [11,12], but when combined with radiotherapy, cetuximab improved the median survival from 29.3 months to 49 months [13].

Many factors may account for the limited effects of EGFR-targeted therapy, including intrinsic and acquired resistance to these drugs. Recently, our group demonstrated that the fibroblast growth factor receptor (FGFR) pathway functions as a dominant driver in a subset of HNSCC cell lines that are inherently insensitive to EGFR-specific TKIs [14]. Thus, EGFR inhibitor insensitivity is, in part, mediated by the functioning of alternative driver pathways. Additionally, acquired resistance has become an increasingly apparent problem in treating various cancers with targeted therapies. For example, in non-small cell lung cancer (NSCLC), resistance to EGFR-selective TKIs occurs via gatekeeper mutations in EGFR, selection for MET amplification, and perhaps other mechanisms including the induction of FGFR-dependent bypass pathways [15–18]. In HNSCC, neither primary driver mutations nor gatekeeper mutations are observed at significant frequencies in EGFR [19,20]. However, other mechanisms of resistance have been reported in HNSCC, including increased expression of cyclin D1 [21,22].

In this study we deployed complementary approaches to identify signaling pathways that reduce the efficacy of EGFR targeting inhibitors in HNSCC. Gene expression analysis of HNSCC cell lines treated for 4 days with EGFR or FGFR-specific TKIs in an FGFR1-dependent cell line revealed TGF-β2 induction. Moreover, a functional genomics approach identified TGF-β2 and TGF-β receptors (TGFβRs) as putative synthetic lethal targets in the setting of TKI treatment in HNSCC cells. Pharmacological and molecular techniques validated TGF-β2 signaling as a growth pathway that regulates the sensitivity to EGFR and FGFR inhibitors in HNSCC cell lines.

## Materials and Methods

### Cell Culture

HNSCC cells used in these studies were previously described [14,23] and grown in Dulbecco’s modified Eagle’s medium (DMEM) (UMSCC25, UMSCC8, HN31) or Roswell Park Memorial Institute-1640 (RPMI-1640) (Ca9-22 and 584-A2) growth media (Invitrogen, Carlsbad, CA) supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin (Sigma-Aldrich, St. Louis, MO); cells were grown in a humidified incubator with 5% CO_2_ at 37°C. All HNSCC cell lines used for investigations herein were submitted for DNA fingerprinting to verify authenticity.

### Affymetrix Microarray Analysis

UMSCC25, 584-A2, and Ca9-22 HNSCC cells were treated with dimethylsulfoxide (DMSO) as a control, 0.3μM FGFR-TKI, AZD8010, 0.1μM EGFR-TKI, gefitinib, or both AZD8010 and gefitinib for 4 days after which RNA was purified and used to probe Affymetrix Human Gene 1.0 ST arrays by the Genomics and Microarray Core, University of Colorado Cancer Center Gene Expression Core. Gene expression profiles were extracted and normalized by using Robust Multiarray Average (RMA) using Affymetrix Power Tools. Data analysis was performed on these normalized gene expression profiles.

### RNA Interference-Based Functional Genomics Screens

#### Lentivirus Preparation

The MISSION TRC1 human kinome shRNA library (Functional Genomics Shared Resource, University of Colorado Cancer Center) was packaged in 293T cells with packaging component vectors coding for p-CMV-VSV-G and p8.9. Cells were incubated overnight with Turbofect transfection reagent (Fermentas, Glen Burnie, MD), packaging vectors, and the shRNA library. The lentiviruses released into the medium were filtered using a 0.45-μm filter (Corning Inc., Corning, NY). 6x10^6^ cells from each of the cell lines (UMSCC25, UMSCC8, UMSCC1) were plated into duplicate 15cm plates (3x10^6^ cells/plate) and transduced 24 hours later with the kinome shRNA library containing viral supernatant and 8 μg/ml polybrene (Sigma-Aldrich). After 72 hours, transfected cells were selected with puromycin (1 μg/ml) for 5 days. The lentiviral preparation for the SBI genome-wide screen was reported in our previous publication [24].

#### Cell Line Treatment and shRNA Sequencing

Library expressing HNSCC cells were divided into nine groups of 7.5x10^5^ cells per 15cm plate. Three plates were treated with DMSO vehicle, three with 30nM AZD8931 (a pan-ErbB inhibitor), and three with 300nM of the EGFR-specific TKI gefitinib for 72 hours. Subsequently, the media was replaced with drug-free media for an additional 72 hours. Cells were harvested and total genomic DNA (gDNA) was isolated using the Quick-gDNA MiniPrep kit (Zymo Research Corporation, Irvine, CA). The isolated gDNA was submitted to PCR using Takara PrimeSTAR HS DNA polymerase (Clontech Laboratories, Mountain View, CA) and forward primer, 5’-GGA CTA TCA TAT GCT TAC CGT AAC-3’ and the reverse primer, 5’-CCA AAG TGG ATC TCT GCT GTC CC-3’. The PCR product was purified using the QIAquick PCR Purification Kit (Qiagen), and submitted to digestion with the *Xho*I (Fermentas) restriction enzyme. Following desalting of the DNA using QIAEX II Gel Extraction Kit (Qiagen), barcode linkers were ligated to the samples using T4 DNA ligase (Fermentas) and then submitted to a second round of PCR to add the Illumina adapter sequences using Phusion high fidelity DNA polymerase (New England Biolabs, Ipswich, MA), and primer sequences 5’-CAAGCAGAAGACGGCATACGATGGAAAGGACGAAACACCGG-3’ and 5’-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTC CGATCT-3’. The samples were purified using QIAquick PCR Purification Kit (Qiagen) and sequenced with an Illumina Genome Analyzer IIx (Illumina, San Diego, CA).

#### Bioinformatic Analysis

The BiNG!S bioinformatics method for analyzing the functional genomics shRNA sequencing reads has previously been published [24,25]. The data set from the SBI genome-wide screen was previously published and deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (accession no. GSE39305) [24].

### Clonogenic Growth Assays

Cells were seeded in 6-well plates at 100 cells/well in full media. After 24 hours, growth media was changed and drugs were added. Fresh media with drugs was added weekly. After 2–3 weeks, the plates were rinsed with phosphate buffered saline (PBS), and the colonies were fixed and stained with a 6% (vol/vol) gluteraldehyde and 0.5% (wt/vol) crystal violet solution for 30 minutes at room temperature. Following rinsing with water, the wells were photographed and the images were quantified with the MetaMorph software program (Molecular Devices, Downington, PA) to quantify the total area of the colonies in each well. Data are represented as either “Total Colony Area” or “Total Colony Area (Fold Change)” if the data were normalized to the DMSO control.

### TGF-β2 ELISA

Cells were seeded in 12-well plates at 50,000 cells/well. 24-hours later, the cells were treated for 4 days with DMSO vehicle control, AZD8010 (300nM), gefitinib (100nM), or the combination of TKIs. The media was collected and assayed for TGF-β2 according to the manufacturer’s instructions (Quantikine human TGF-β2 ELISA kit; R&D Systems, Minneapolis, MN). The concentration of TGF-β2 in the media was normalized to the total cellular protein per well, and the data are presented as pg of TGF-β2/mg cell protein.

### Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Total RNA was isolated from HNSCC cells using the RNeasy Mini Kit (Qiagen, Germantown, MD). Aliquots containing 5μg of RNA were reversed transcribed to cDNA following the Fermentas Maxima Kit Protocol (Fermentas, Glen Burnie, MD), after which the cDNA was diluted 1:25 in water. Aliquots (5μl) were submitted to quantitative PCR with SYBR green Jumpstart Taq Readymix (Sigma-Aldrich) plus primers for either TGF-β1 or TGF-β2 using a MyiQ real time-PCR detection system (BioRad, Hercules, CA). Forward primer 5’-TTG AGG GCT TTC GCC TTA GC-3’ and reverse primer 5’-AAC CCG TTG ATG TCC ACT TGC-3’ were used to detect TGF-β1 levels. The TGF-β2 primers used were forward 5’-ATC TGC TTC TCC CTG CGT-3’ and reverse 5’-GCT GTT CAA TCT TGG GTG TTT TGC-3’. Forward primer 5’-TGA TAA AAC TTG CTC TGT CCA CGG-3’ and reverse primer 5’-AAT GGC TGG CTT TCC TTG GG-3’ were used to assess mRNA levels of TGFβRI. Forward primer 5’-TGG AGT TCA GCG AGC ACT GTG-3’ and reverse primer 5’-TGT TGT GGT TGA TGT TGT TGG C-3’ were used to assess mRNA levels of TGFβRII. Levels of mRNAs were normalized to the GAPDH mRNA levels that were measured in replicate samples, and data are presented as “Relative Expression Levels”.

### Luciferase Reporter Assays

In 6-well plates, HNSCC cells were transfected with 2.5μg of a promoter-driven firefly luciferase plasmid and 2.5μg TK-Renilla using TransIT-2020 transfection reagent (Mirus, Madison, WI) according to the manufacturer’s protocol. Cells were treated with inhibitors (0.3μM AZD8010, 0.1μM gefitinib, 1μM SB525334 (Tocris Bioscience, Minneapolis, MN)) for 72 hours after which the cells were lysed and assayed following the protocol for the Dual-Luciferase Reporter Assay System (Promega, Madison, WI). The TGF-β2 promoter luciferase construct was obtained from SwitchGear Genomics (Menlo Park, CA).

### Patient-Derived Xenograft (PDX) HNSCC Tumors

The generation of the HNSCC PDX tumors and their treatment were previously reported [26]. Briefly, tumors were implanted into the flanks of nu/nu mice, and once tumors reached an appropriate volume, the mice were treated with vehicle control or 40mg/kg of cetuximab twice a week by IP for 4 weeks. Total RNA was isolated from PDX tumors by homogenization using the QIAzol Lysis Reagent (Qiagen), and then the samples were further purified using the RNeasy Mini Kit (Qiagen).

### shRNA-Mediated Gene Silencing

Lentiviral-encoded shRNAs from the TRC set containing sequences targeting two different regions of TGF-β2, shTGFB2.4 (TRC0000033427) and shTGFB2.5 (TRC0000033428), and a non-silencing control (NSC) shRNA that targets green fluorescence protein (GFP) were obtained through the Functional Genomics Shared Resource, University of Colorado Cancer Center. The lentiviral vector backbone for these sequences is pLKO.1-puro. 293T cells were used to package the lentiviruses encoding the shRNAs by co-transfection with p-CMV-VSV-G and pΔ8.9. UMSCC25 cells were incubated with the lentiviruses in conditioned media and then submitted to selection with puromycin (1μg/mL, Sigma-Aldrich), and pooled puromycin-resistant cultures were used for the experiments.

### Proliferation Assays

Effects of drug treatment on cell proliferation were assessed with the CyQUANT Direct Cell Proliferation Assay (Invitrogen). Cells were seeded in 96-well plates at 100 cells/well. The next day, fresh medium containing gefitinib and SB525334 at concentrations ranging from 0–100 nM was added. The cells were incubated for 7 days after which the plates were developed and read on a plate reader following the manufacturer’s protocol. DMSO was used as the vehicle control, and the experiments were performed in duplicate. The experiment was also performed in the presence or absence of 300nM AZD4547. The combinatorial index (CI) values were calculated using the CalcuSyn Software (Biosoft, Cambridge, UK).

### Immunoblotting

Cells were treated for 4 days with DMSO-control, 0.1μM gefitinib, 0.3μM AZD4547, or the combination of both TKIs. For protein isolation, cells were rinsed in phosphate buffered saline (PBS) and collected by spinning them at 1,500 x g for 5 minutes. Cells were then lysed in MAP Kinase Lysis Buffer (MKLB) containing 0.5% Triton X-100, 50 mM β-glycerophosphate (pH 7.2), 0.1 mM Na3VO4, 2mM MgCl2, 1 mM EGTA, 1mM DTT, 0.3 M NaCl, 2 μg/mL leupeptin and 4μg/mL aprotinin. The samples were centrifuged at 13,000 x g for 5 minutes and the pellet was discarded while the supernatant was kept. Protein lysates were submitted to SDS-PAGE. After electrophoretic transfer onto a nitrocellulose filter, filters were blocked in 3% bovine serum albumin (BSA) (Cohn Fraction V, ICN Biomedicals, Inc., Aurora, OH) in Tris-buffered saline with 0.1% Tween 20 (TBST) for 1 hour. Filters were then incubated overnight at 4°C with primary antibodies. The following day, filters were treated washed 3 times in TBST and then incubated for 1 hour with alkaline-phosphatase-coupled goat anti-rabbit or mouse antibodies. Following this, filters were washed in TBST and developed with LumiPhos reagent (Pierce, Rockford, IL) according to the manufacturer’s instructions. Filters were stripped and reprobed for with loading controls.

For analysis of phospho-Smad2 and total Smad2/3 expression, aliquots of cell lysates containing 75μg of protein were submitted to SDS-PAGE and immunoblotted for phospho-Smad2 (S465/467) (#3101, Cell Signaling Technology) and reprobed for total Smad2/3 levels (#3102, Cell Signaling Technology). The Na^+^/K^+^-ATPase α subunit (sc-21712) (Santa Cruz Biotechnology, Inc.) was used as a loading control.

### Statistical Analysis

Unless otherwise noted, data are the mean and standard error of the mean (SEM) of three independent experiments performed in triplicate. The Prism program was used to make graphs, and a student’s unpaired t-test was performed on data to determine statistical significance. “ns” denotes not significant, and * indicates a significant p-value, which is defined in each figure legend. For evaluation of CI values, the CalcuSyn Software was utilized.

## Results

### Induction of TGF-β2 in Response to EGFR and FGFR-Specific TKIs

Our lab previously categorized a panel of HNSCC cell lines for growth dependence on EGFR or FGFR pathways [14]. Gene expression changes were determined by Affymetrix microarray analysis in HNSCC cells treated for 4 days with AZD8010, an FGFR-specific TKI [18], gefitinib, an EGFR-specific TKI, or the combination of both TKIs. The cell lines used in the experiment were sensitive to both EGFR and FGFR-specific TKIs (UMSCC25 and Ca9-22) or only FGFR-TKIs (584-A2) [14]. Analysis of the resulting data identified 5 genes that were upregulated in all three cell lines after treatment with TKIs, and included TGF-β2 (Fig 1). In addition, thrombospondin-1 (THBS1), a multifunctional protein reported to promote activation of latent TGF-β2 [27,28], and secreted protein acidic and rich in cysteine (SPARC), shown to regulate TGF-β signaling [29] and identified as a THBS1 interactor, were increased in all three cell lines. Based on the data supporting increased TGF-β2 activity, we pursued this pathway in more detail.

**Fig 1:**
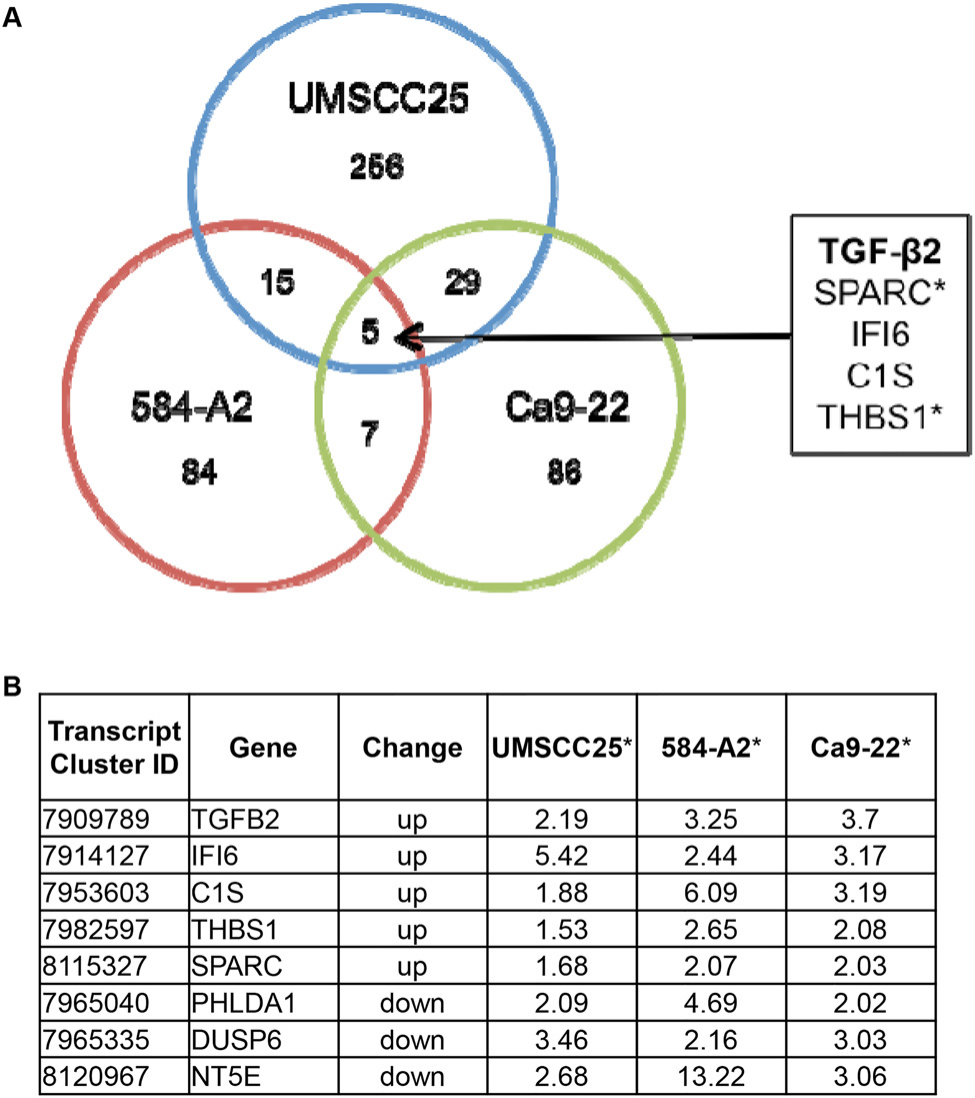
Comparison of genes upregulated after AZD8010 and Gefitinib treatment. RNA and protein was isolated from UMSCC25, 584-A2, and Ca9-22 HNSCC cell lines that were treated for 4 days with DMSO (control), 0.3M AZD8010, 0.1M gefitinib, or both AZD8010 and gefitinib. RNA was submitted to an Affymetrix GeneChip analysis and revealed 5 genes that were upregulated in common with AZD8010 and gefitinib. The genes identified had either a >2 (UMSCC25 and Ca9-22) or >1.5 (584-A2) fold change in expression levels compared to the DMSO control. **A.** A venn diagram showing the genes upregulated in all the cell lines. **B.** Tabulated values for the genes increased and decreased in the AZD8010 and gefitinib treated group. *Numbers are the fold change in the treated compared to the control. TKIs: AZD8010 is an FGF receptor inhibitor and gefitinib is an EGF receptor inhibitor.

Quantitative real-time PCR (qRT-PCR) and an ELISA confirmed TGF-β2 mRNA and protein induction following treatment with TKIs that inhibit the dominant growth pathways in each cell line (Fig 2A and 2B). Specifically, gefitinib is dominant in the dual cell lines, UMSCC25 and Ca9-22, but the FGFR-specific TKI increases this response further, though not statistically significant from gefitinib alone. By contrast, the FGFR-dominant cell line, 584-A2, shows a TGF-β2 induction only with AZD8010. The microarray data revealed that neither TGF-β1 nor TGF-β3 were induced in response to TKI treatment, and this was confirmed for TGF-β1 by qRT-PCR. This is consistent with the differing regulation of the TGF-β1, TGF-β2, and TGF-β3 promoters [30]. Thus, induction of TGF-β2 expression is a general finding in HNSCC cell lines following treatment with inhibitors of EGFR and FGFRs. Further, expression of TGFβRI and TGFβRII by quantitative RT-PCR was detectable in all the cell lines used in this study (S1 Fig).

**Fig 2:**
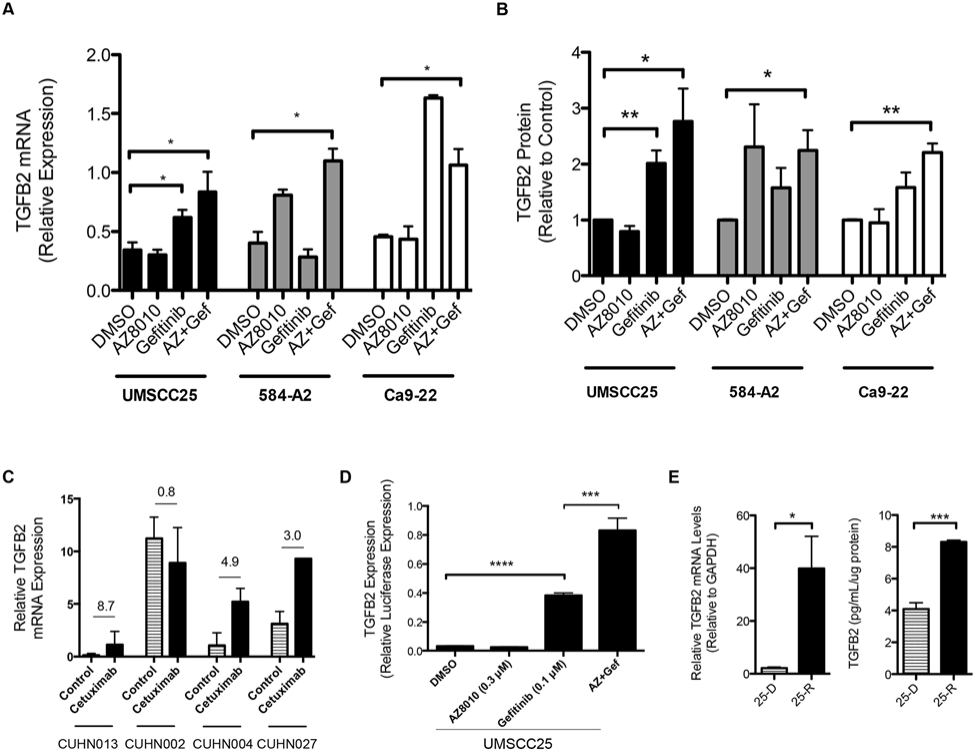
TGF-β2 is induced in response to treatment with EGFR and FGFR TKIs. **A.** qRT-PCR was performed to verify that TGF-2 mRNA was upregulated after TKI treatment in the cell lines used for the gene chip (UMSCC25, 584-A2, Ca9-22). *denotes a p-value <0.05. **B.** An ELISA was performed on the media from the cell lines and revealed an increase in TGF-2 protein secreted from cells upon treatment with TKIs. **C.** Patient-derived xenograft tumors were treated for 4 weeks with vehicle control or cetuximab, after which RNA was isolated from the tumors and qRT-PCR was performed to assess TGF-β2 mRNA levels. The values indicate the fold change between the treated and control tumors. **D.** A TGF-β2 promoter firefly luciferase construct was used to measure changes in TGF-β2 transcription in UMSCC25 cells in response to EGFR and FGFR TKIs. This experiment is a representative of 3 others. In all experiments, cells were treated for 4 days with DMSO, 0.1μM gefitinib, 0.3μM AZD8010, or AZD8010 and gefitinib. **E.** UMSCC25 cells were adapted to increasing concentrations of gefitinib (up to 3μM) over the course of 3 months. RNA was isolated and qRT-PCR was performed to determine the mRNA levels of TGF-β2. An increase in TGF-β2 mRNA is observed in the chronically adapted cells (25-R) versus the control cells (25-D). Data are the average of the percent of control of 3 independent RNA samples. An ELISA shows that the concentration of TGF-β2 in the media of 25-R cells is greater than the concentration in the media from control cells. *denotes a p-value <0.025; **denotes a p-value <0.007; ***denotes a p-value <0.0005.

To test for TGF-β2 mRNA induction in a distinct set of HNSCC patient-derived xenografts (PDX), we obtained RNA from 4 HNSCC PDX models (CUHN002, CUHN004, CUHN013, CUHN027) that were propagated in nu/nu mice and treated for 4 weeks with vehicle control or the EGFR monoclonal antibody, cetuximab. All PDX tumors responded to cetuximab treatment with a reduction or stabilization of tumor size [26]. TGF-β2 mRNA was increased in 3 of the 4 PDXs (CUHN013, CUHN004, and CUHN027) with fold changes of 8.7, 4.9, and 3.0, respectively (Fig 2C). These data indicate that induction of TGF-β2 in response to inhibiting EGFR is not limited to *in vitro* experiments with cell lines, but also observed with PDX models treated *in vivo*. Thus, TGF-β2 induction could be an important alternative driver pathway in HNSCC tumors.

To determine if TGF-β2 induction was related to transcriptional activation, a reporter plasmid containing the TGF-β2 promoter linked to firefly luciferase (TGFB2-luc) was transfected into UMSCC25 cells followed by treatment with DMSO, 0.3μM AZD8010, 0.1μM gefitinib, or the combination of the drugs for 3 days. As shown in Fig 2D, treatment with EGFR and FGFR TKIs increased TGF-β2-luciferase activity, indicating that elevated TGF-β2 mRNA and protein levels following TKI treatment resulted from increased gene transcription.

We recently showed rapid induction of FGFR2 and FGFR3 expression in lung cancer cell lines following treatment with EGFR-specific TKIs [15,18]. To determine if the rapid induction of TGF-β2 is maintained with prolonged TKI exposure, UMSCC25 cells were chronically adapted to increasing gefitinib concentrations until the cells could be continuously cultured in 3μM gefitinib; control cells were simultaneously treated with DMSO [16,31]. Both TGF-β2 mRNA and protein were significantly increased in UMSCC25 cells rendered resistant to gefitinib (Fig 2E). Again, no change in TGF-β1 expression was detected (data not shown). Thus, the rapid increase in TGF-β2 expression that is observed following 4 days of TKI treatment persists after chronic adaptation to TKIs, indicating that the TGF-β pathway may play an important role in the response of HNSCC cells to inhibitors of dominant receptor tyrosine kinase (RTK) pathways.

### Functional Genomics Identifies the TGFβR Pathway as Synthetic Lethal (SL) with TKIs

As a complementary approach to screen for pathways that interact with EGFR and FGFR to drive growth and thereby effect intrinsic sensitivity to TKIs, HNSCC cells were transduced with a genome-wide shRNA library (UMSCC25) or a kinome-targeting shRNA library (UMSCC25 and UMSCC8) and selected for resistance to puromycin as described in the Materials and Methods. 

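The kinome screen was analysed from the deposited counts of 27 libraries. UMSCC25, UMSCC8 and UMSCC1 are cell lines derived from head and neck squamous cell carcinomas. Each line carried the pooled lentiviral kinome shRNA library and was divided into 9 plates, 3 with DMSO as the vehicle, 3 with gefitinib, an inhibitor of the EGFR tyrosine kinase, and 3 with AZD8931, which inhibits the EGFR, ERBB2 and ERBB3 receptors. The Materials and Methods give 300 nM gefitinib and 30 nM AZD8931 for 72 hours followed by 72 hours of recovery. The sample labels give these doses in one field and 1000 nM for both inhibitors in another. The integrated shRNA cassettes were amplified by PCR from genomic DNA and sequenced, so that the count of an shRNA stands for its abundance among the surviving cells. The cells of a line were transduced on a pair of plates, selected and then divided, and the paper's text does not say whether the pair was pooled first. The p-values measure the spread between the 3 plates of a group, which may be technical.
The deposited table holds whole-number counts of 3177 shRNAs, 31 of which had 0 counts in all libraries. In UMSCC25, the total count per library ranged from 460550 to 468148 with DMSO (median 464740), from 397653 to 484948 with gefitinib (median 408077) and from 357486 to 540576 with AZD8931 (median 459966). In UMSCC8, the totals ranged from 410641 to 506971 with DMSO (median 427180), from 178406 to 516174 with gefitinib (median 405729) and from 396006 to 506307 with AZD8931 (median 502313). In UMSCC1, they ranged from 258742 to 491217 with DMSO (median 460879), from 379275 to 559422 with gefitinib (median 528129) and from 266911 to 529543 with AZD8931 (median 411547). At these depths the median shRNA had between 26 and 83 counts in a library.
The authors' processing notes name Bowtie 1.0.0, edgeR and the hg19 build, and the Materials and Methods cite the BiNG!S method. From the counts as deposited, each inhibitor was compared with DMSO within a line by edgeR's quasi-likelihood test with TMM normalization, over shRNAs with at least 10 counts summed over the 9 libraries of the line, with Benjamini-Hochberg adjustment. The table lists shRNAs by clone identifier and does not pair them with genes. Only the 6 identifiers that Table 1 pairs with TGFBR1 (TGFβRI) or TGFBR2 (TGFβRII) could be assigned to a gene, so that the number of shRNAs of either gene in the library is not known here, and the counts printed in Table 1 for them equal the deposited counts in 60 of 60 cells. Abundances are given as CPM, the count of an shRNA relative to the TMM-scaled total of its library. The signed Z values of the shRNAs of a gene were combined by Stouffer's method. In DMSO replicate 1 of UMSCC8, 328 shRNAs had 0 counts, against 81 to 139 in the other 8 libraries of that line.

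**Figure D1:**
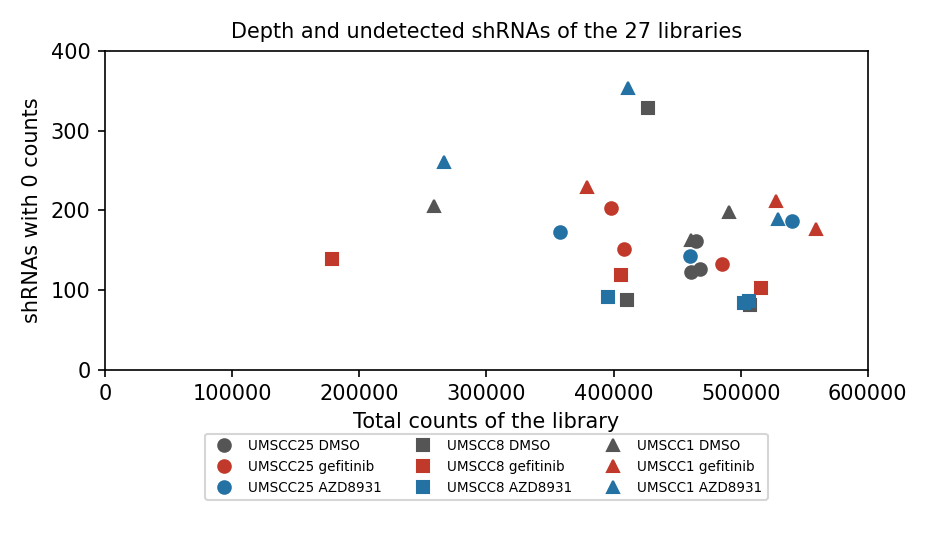
Number of shRNAs with 0 counts (vertical axis) against the total count (horizontal axis) for each of the 27 libraries, with the line shown by the symbol and the agent by the color. UMSCC8 DMSO replicate 1 (328 shRNAs) and UMSCC1 AZD8931 replicate 1 (354 shRNAs) lie above the other libraries of their lines.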

Subsequently, the library-expressing cells were treated with or without the TKIs shown in Table 1 and abundance of the transduced shRNAs was defined by massively-parallel deep sequencing. 

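No shRNA passed an adjusted p under 0.05 for a lower or a higher abundance with either inhibitor in UMSCC25 or UMSCC8 cells, by edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 84 shRNAs were lower and 148 higher with gefitinib in UMSCC25 cells, of 3090 tested, where chance alone gives 154.5 in all. With AZD8931 in the same line, 125 were lower and 163 higher. Gefitinib in UMSCC8 cells gave the largest number of these 4 comparisons, with 217 shRNAs lower and 187 higher of 3118 tested, where chance gives 155.9. AZD8931 in UMSCC8 cells gave 120 lower and 102 higher. The chance numbers assume independent shRNAs. With the 6 libraries of a comparison split in other ways, up to 198 shRNAs passed with gefitinib and 133 with AZD8931 in UMSCC25. In UMSCC8, up to 237 passed with gefitinib and 189 with AZD8931. The real splits gave 232, 288, 404 and 222 in the same order, and 10 splits are too few for a share under 0.05.
Other tests of the same counts called shRNAs at an adjusted p under 0.05. DESeq2 called 1 lower and 13 higher with gefitinib in UMSCC25, 1 lower and 7 higher with AZD8931 in UMSCC25, 33 lower and 43 higher with gefitinib in UMSCC8, and 0 with AZD8931 in UMSCC8. The edgeR exact test called 1 lower and 2 higher, 18 lower and 42 higher, 0 and 0 in the same order. In libraries simulated for gefitinib against DMSO in UMSCC25, with 3090 shRNAs of which 200 were changed, the quasi-likelihood test called 7.46% of the shRNAs lowered 2-fold, 53.7% of those lowered 4-fold and 72.7% of those lowered 8-fold. For the same comparison in UMSCC8, with 3118 shRNAs, it called 5.97%, 37.3% and 80.3%.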

Specific shRNA sequences that are reduced in abundance in cells treated with TKIs are likely to silence genes that provide growth and survival signaling when EGFR or FGFRs are inhibited. By definition, these genes are referred to as synthetic lethal (SL) with respect to these TKIs. As shown in Table 1, TGF-β2 was identified as an SL hit in UMSCC25 cells using the genome-wide shRNA library. In addition, TGFβRI was identified as a high-ranking SL hit in UMSCC25 cells with both gefitinib and the pan-ErbB inhibitor, AZD8931 [32], and TGFβRII was a identified in both UMSCC25 and UMSCC8 cells. 

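TGFBR1 encodes the type I TGF-β receptor, a serine/threonine kinase, and lies on the plus strand of chromosome 9 from 99104038 to 99154192 in GENCODE release 29 of GRCh38. The position of each shRNA target in the gene was not analysed here. With gefitinib in UMSCC25 cells, TRCN0000039774 had 0 counts in all 3 libraries, against 3, 0 and 17 counts in the DMSO libraries. This is at least 6.18-fold lower with gefitinib, taking the limit of 3 counts that a count of 0 allows over the group, and 17 of the 20 DMSO counts came from 1 library. Its adjusted p was 0.534 by edgeR's quasi-likelihood test (unadjusted p = 0.0156), and it placed 23 of 3090 shRNAs from the lowest signed Z. Without DMSO replicate 3, the library with 17 counts, its unadjusted p was 0.133 by the same test. The DMSO libraries then held 3 and 0 counts, no more than the limit of 3. The other shRNA that Table 1 lists for this comparison, TRCN0000039776, had 80.2 ± 29.0 CPM with DMSO and 64.0 ± 44.4 with gefitinib (SD, n = 3 plates), a log2 fold change of -0.33 (standard error 0.67, adjusted p = 0.945, same edgeR test), which turned to 0.17 without gefitinib replicate 3 and was -0.85 without gefitinib replicate 2. The pair of TGFBR1 shRNAs that Table 1 lists for AZD8931 had log2 fold changes with gefitinib of 0.20 for TRCN0000039777 (standard error 0.61) and 0.51 for TRCN0000039775 (standard error 0.65). The first turned to -0.09 without DMSO replicate 2 and to -0.19 without gefitinib replicate 1, and was 0.66 without gefitinib replicate 3. The second turned to -0.77 without gefitinib replicate 3, the library that held 114 of its 151 counts with gefitinib.
With AZD8931 in UMSCC25 cells, TRCN0000039777 had 75.5 ± 76.3 CPM, against 176 ± 66.1 with DMSO (SD, n = 3 plates). This was a log2 fold change of -1.25 (standard error 0.63, adjusted p = 0.552, same edgeR test), and it was -2.46 without AZD8931 replicate 3 and -0.80 without AZD8931 replicate 1. TRCN0000039775 had 42.5 ± 19.4 CPM with AZD8931 and 80.8 ± 22.4 with DMSO, a log2 fold change of -0.94 (standard error 0.67, adjusted p = 0.707, same edgeR test). Of the pair listed for gefitinib, TRCN0000039776 had a log2 fold change of -0.51 with AZD8931 (standard error 0.67; -1.01 to -0.25 when a library was left out) and TRCN0000039774 one of 1.12 (standard error 1.30; 0.56 without DMSO replicate 2 and 3.18 without DMSO replicate 3). Tested directly against gefitinib, at doses that differ between the inhibitors, TRCN0000039774 had an adjusted p of 0.462 by the edgeR test, with 39 counts over the AZD8931 libraries and 0 over the gefitinib libraries, which is at least 12.4-fold lower with gefitinib. None of the 4 shRNAs, which Table 1 reports from the same libraries, passed an adjusted p under 0.05 in either comparison.

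**Figure D2:**
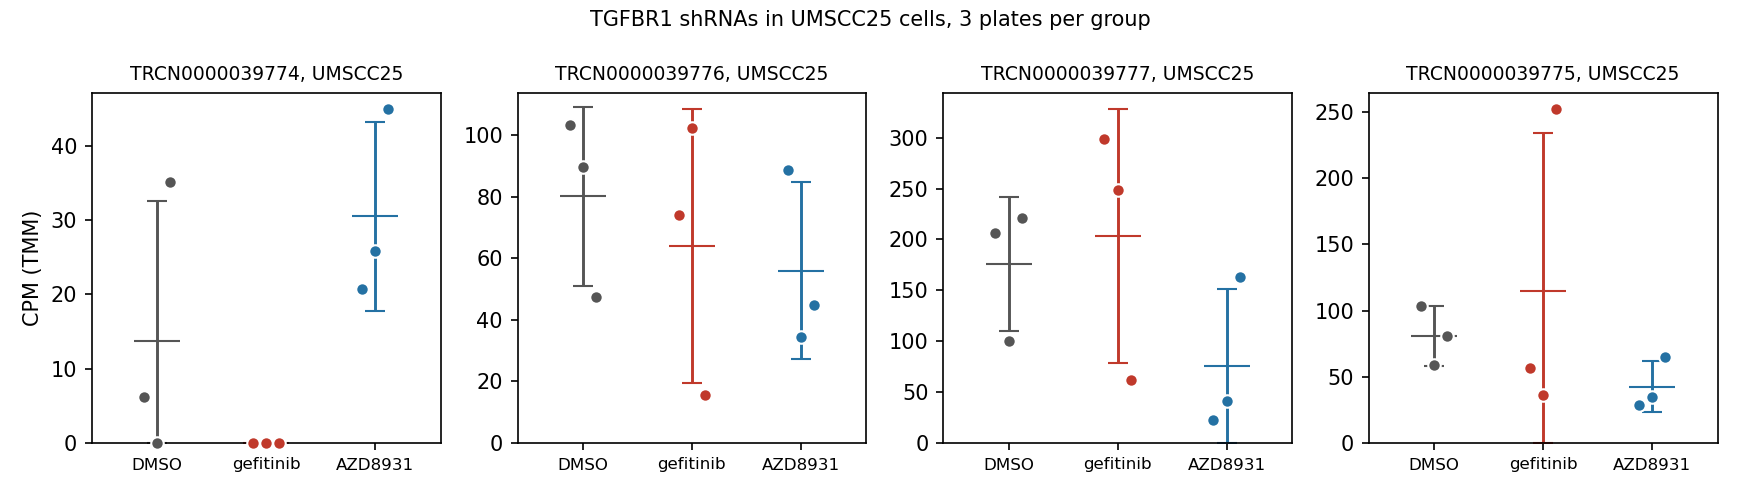
Abundance of the 4 TGFBR1 shRNAs of Table 1 in UMSCC25 cells, in CPM with TMM normalization (vertical axis, from 0 and scaled separately in each panel), with DMSO, gefitinib or AZD8931. Points are plates, horizontal bars the mean and error bars the SD, drawn no lower than 0, of 3 plates; TRCN0000039774 lies at 0 in the 3 gefitinib plates and has a mean of 30.5 CPM with AZD8931.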

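TGFBR2 encodes the type II TGF-β receptor, the kinase that binds the ligand and phosphorylates the type I receptor, and lies on the plus strand of chromosome 3 from 30606502 to 30694142 in the same annotation. With gefitinib in UMSCC8 cells, TRCN0000040011 had 33.7 ± 19.5 CPM, against 135 ± 43.3 with DMSO (SD, n = 3 plates). The log2 fold change was -1.93 (standard error 0.63, adjusted p = 0.214 by edgeR's quasi-likelihood test), and every gefitinib plate was below every DMSO plate (exact permutation test, two-sided p = 0.1, the smallest that 3 plates against 3 allow). TRCN0000040008 had 66.3 ± 35.8 CPM with gefitinib and 164 ± 158 with DMSO in UMSCC8, a log2 fold change of -1.33 (standard error 0.69, adjusted p = 0.451, same edgeR test). Of its 218 DMSO counts, 150 came from DMSO replicate 1, the library with 328 shRNAs at 0, and without that library its log2 fold change was -0.15.
In UMSCC25 cells, TRCN0000040011 had 124 ± 23.8 CPM with DMSO, 70.8 ± 39.1 with gefitinib and 55.2 ± 9.51 with AZD8931 (SD, n = 3 plates). The log2 fold change was -0.81 with gefitinib (standard error 0.53, adjusted p = 0.779, same edgeR test) and -1.16 with AZD8931 (standard error 0.54, adjusted p = 0.519, same edgeR test). Every AZD8931 plate was below every DMSO plate for this shRNA. TRCN0000040008 was near the limit of detection in UMSCC25, with 18 counts over the DMSO libraries and 11 over those of each inhibitor, and its log2 fold changes were -0.43 with gefitinib (standard error 1.43) and -0.69 with AZD8931 (standard error 1.44). The first of these turned positive, at 0.14 and 0.07, without gefitinib replicate 1 or replicate 3, and was -3.16 without gefitinib replicate 2. The second was -0.16 without AZD8931 replicate 3 and -1.09 without AZD8931 replicate 1. The log2 fold change of TRCN0000040011 with gefitinib was -1.31 without gefitinib replicate 2 and -0.45 without gefitinib replicate 3. Table 1 gives a combined p, a rank and an E value for each gene. The paper combines its findings, which include TGF-β2 as a hit with the genome-wide library. From them it proposes that an inducible TGF-β2-TGFβR pathway controls the sensitivity to the TKIs.

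**Figure D3:**
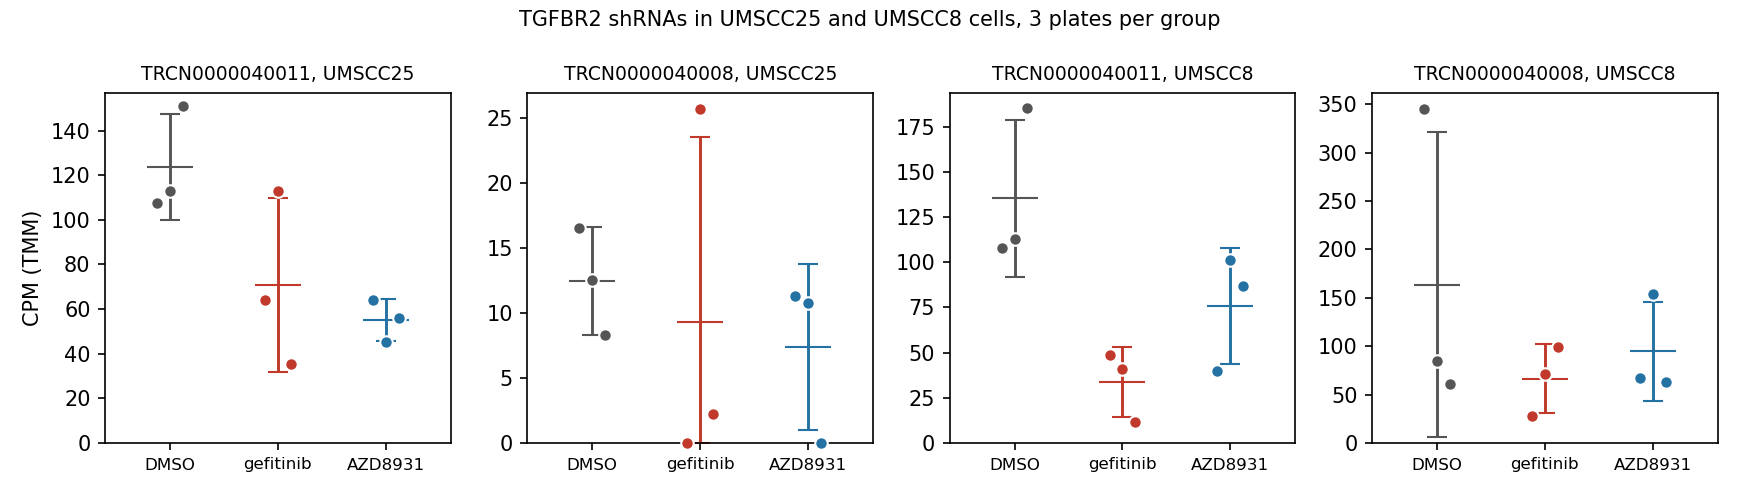
Abundance of the TGFBR2 shRNAs TRCN0000040011 and TRCN0000040008 in UMSCC25 and UMSCC8 cells, in CPM with TMM normalization (vertical axis, from 0 and scaled separately in each panel), with DMSO, gefitinib or AZD8931. Points are plates, horizontal bars the mean and error bars the SD, drawn no lower than 0, of 3 plates; for TRCN0000040011 in UMSCC8 the mean is 135 with DMSO and 33.7 with gefitinib.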

Combined, the findings support a hypothesis that an inducible TGF-β2-TGFβR pathway functions to control the sensitivity of HNSCC cells to TKIs targeting dominant RTK pathways.

**Table 1:** Functional genomic screens reveal TGF- pathway is synthetic lethal with TKIs.

Cell Line	shRNA library	TKI	shRNA	GeneSymbol	Control 1	Control 2	Control 3	Treated 1	Treated 2	Treated 3	p value	weightZ_P	Rank	E value
					shRNA count									
UMSCC25	SBI genome wide	AZD8010	SBIGeneNet115533	TGFB2	614	752	2421	225	38	232	0.0075	0.0103	701	7.210
			SBIGeneNet115536	TGFB2	82	30	24	15	11	16	0.118			
UMSCC25	TRC1 kinome library	gefitinib	TRCN0000039774	TGFBRI	3	0	17	0	0	0	9.47E-05	0.00016	20	0.003
			TRCN0000039776	TGFBRI	50	43	23	30	40	7	0.45			
			TRCN0000040011	TGFBRII	52	54	73	26	44	16	0.088	0.21811	219	47.800
			TRCN0000040008	TGFBRII	8	6	4	0	10	1	0.583			
UMSCC25	TRC1 kinome library	AZD8931	TRCN0000039777	TGFBRI	100	48	107	12	19	58	0.0062	0.0047	32	0.149
			TRCN0000039775	TGFBRI	50	28	39	15	16	23	0.049			
			TRCN0000040011	TGFBRII	52	54	73	34	21	20	0.011	0.023	112	2.590
			TRCN0000040008	TGFBRII	8	6	4	6	5	0	0.298			
UMSCC8	TRC1 kinome library	gefitinib	TRCN0000040011	TGFBRII	47	48	97	19	21	2	0.0016	8.84E-05	12	0.001
			TRCN0000040008	TGFBRII	150	36	32	11	37	17	0.027			

### shRNA Silencing TGF-β2 Enhances Growth Inhibition by EGFR and FGFR-Specific TKIs

To test the hypothesis that TGF-β2-TGFβR signaling collaborates with specific RTKs to drive growth of HNSCC cells, we used lentiviral-transduced shRNAs to stably silence TGF-β2 in UMSCC25 cells. UMSCC25 cells were infected with lentiviral constructs encoding 2 independent shRNAs targeting TGF-β2 (shTGFB2.4 and shTGFB2.5) or a non-silencing control shRNA targeting GFP (NSC). In pooled cultures of puromycin-resistant cells, a 50–70% reduction in TGF-β2 mRNA (Fig 3A) and protein (Fig 3B) levels were observed. To measure the effect of TGF-β2 silencing on the growth of UMSCC25 cells, a clonogenic assay was performed where the NSC and knockdown cells were treated with DMSO, 0.1μM gefitinib (EGFR-TKI), 0.3μM AZD8010 (FGFR-TKI), or the combination of the two TKIs. Reduction in TGF-β2 levels with the shRNAs led to a 70% decrease in control colony growth compared to the NSC treated with DMSO (Fig 3D). S2 Fig shows the effects of growth inhibition with gefitinib and the shRNAs; the shRNAs further decrease clonogenic growth compared to gefitinib alone. Additionally, the combination of EGFR and FGFR TKIs in the setting of TGF-β2 silencing further decreased growth (p<0.0001) compared to the TKI-treated NSC cells (Fig 3D). These results indicate that TGF-β2 signaling is important for basal growth rates of UMSCC25 cells and combined inhibition of TGF-β2 signaling with EGFR and FGFR TKIs yields greater growth inhibition.

**Fig 3:**
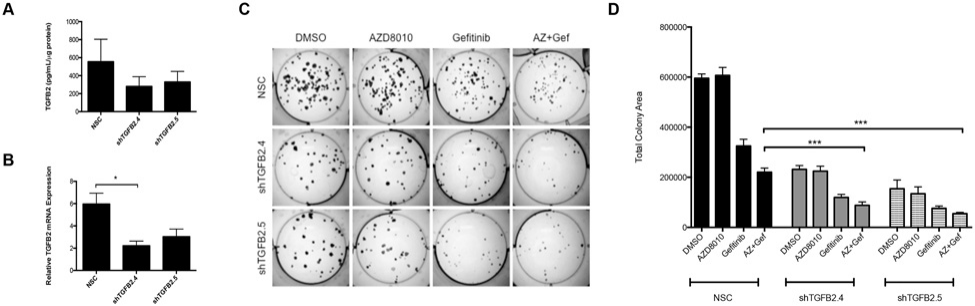
RNAi-mediated silencing of TGF-2 inhibits clonogenic growth in UMSCC25 cells. 2 independent shRNA sequences targeting TGF-β2 or a non-silencing control were transduced into UMSCC25 cells using a lentiviral construct to create 3 cell lines: shTGFB2.4, shTGFB2.5, and NSC. **A.** qRT-PCR was performed to demonstrate that TGF-β2 mRNA was decreased with the shRNA compared to the NSC. **B.** An ELISA performed on media from the knockdown cells demonstrates decreased TGF-β2 protein secretion into the media. **C.** Representative images of the clonogenic assay where cells were treated with DMSO, 0.3μM AZD8010, 0.1μM gefinitib, or both for 2 weeks. **D.** Graphical presentation of the quantified results from the clonogenic assay. ***denotes a p-value <0.0001.

### A TGF-β Receptor Inhibitor Enhances Growth Inhibition by EGFR and FGFR TKIs

The synthetic lethal screens identified TGFβRI and TGFβRII as a significant hit in cells treated with EGFR or FGFR-specific TKIs (Table 1). 

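Combined over the 2 shRNAs that Table 1 lists for it, TGFBR2 was lower with gefitinib in UMSCC8 cells, with a Stouffer Z of -3.18 (adjusted p = 0.0178, from edgeR's quasi-likelihood p-values, over 2 genes and 6 comparisons). The set test camera gave an adjusted p of 0.177 with its preset correlation and of 0.551 with an estimated correlation, so that the call was lost with either. The Stouffer Z lay at percentile 0.33 of 10000 random sets of shRNAs of like abundance. This is less far in the tail than the one-sided p of 0.000742 by Stouffer's method. No adjusted p was derived from the random sets, so whether the call holds on that scale was not tested. In UMSCC25 cells the combined Z of TGFBR2 was -1.24 with gefitinib (adjusted p = 0.432, percentile 18.1) and -1.76 with AZD8931 (adjusted p = 0.285, percentile 4.08). Combined over the 4 shRNAs that Table 1 lists for it with either inhibitor, TGFBR1 had a Z of -0.90 with gefitinib (adjusted p = 0.630, percentile 29.4) and -1.56 with AZD8931 (adjusted p = 0.285, percentile 6.71) in UMSCC25 cells. With the shRNAs weighted by their DMSO counts, the Z of TGFBR1 with gefitinib turned to 0.23 (adjusted p = 0.818). Over the pair of TGFBR1 shRNAs that Table 1 lists for each inhibitor, Z was -2.05 with gefitinib (adjusted p = 0.160) and -2.27 with AZD8931 (adjusted p = 0.139).
The call for TGFBR2 in UMSCC8 ended without DMSO replicate 1 (Z = -2.34, adjusted p = 0.232), gefitinib replicate 1 (Z = -2.66, adjusted p = 0.0933) or gefitinib replicate 2 (Z = -2.83, adjusted p = 0.0563). In UMSCC25 the Z of TGFBR2 with gefitinib was -2.51 without gefitinib replicate 2 and -0.54 without gefitinib replicate 3, that of TGFBR1 with gefitinib lay between -1.38 (without DMSO replicate 2) and -0.55 (without DMSO replicate 3), and that of TGFBR1 with AZD8931 between -2.38 (without AZD8931 replicate 3) and -0.90 (without DMSO replicate 3), with no call. Table 1 reports these shRNAs from the same libraries, so that the combined values are not independent evidence of their direction. The adjustment of the combined values covers 2 genes and 6 comparisons. It makes no allowance for the other genes of the kinome library, from which Table 1 had already listed TGFBR1 and TGFBR2. Libraries of cells treated with an FGFR inhibitor were not analysed here.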

We used SB525334, a TGFβRI inhibitor [33] to pharmacologically test the role of the TGF-β pathway in 4 HNSCC cell lines. Signaling through the TGF-β pathway requires heterodimerization of TGFβRII and TGFβRI [34]; thus, inhibiting one of the receptors is sufficient to block downstream signaling. Clonogenic assays were performed where cells were treated with DMSO, AZD8010, gefitinib, or the combination of the two TKIs in the presence or absence of SB525334. Consistent with TGF-β2 silencing (Fig 3C), SB525334, alone, significantly reduced clonogenic growth of all four cell lines (Fig 4). Furthermore, the triple combination of geftinib, the FGFR-TKI AZD4547, and SB525334 inhibited growth more than the TKIs alone (Fig 4). While gefitinib exerted no effect on the FGFR-dependent cell line, 584-A2, the combination of AZD4547 and SB525334 yielded greater growth inhibition than AZD4547 alone (Fig 4B). Similarly, the combination of gefitinib, AZD4547, and SB525334 yielded greater inhibition of UMSCC8 and HN31 cell growth than gefitinib and AZD4547 alone (Fig 4C). While addition of SB525334 to gefitinib and AZD4547 did not yield significantly greater clonogenic growth inhibition in UMSCC25 cells (Fig 4A), more extensive analysis of the interaction over multiple drug concentrations demonstrated synergistic inhibition of UMSCC25 cell proliferation with specific combinations of gefitinib and SB525334 (Fig 5A) or gefitinib, AZD4547 and SB525334 (Fig 5B). Thus, the TGF-β-TGFβR pathway plays an important growth role in HNSCC cell lines and collaborates with the EGFR and FGFR pathways for driving transformed growth.

**Fig 4:**
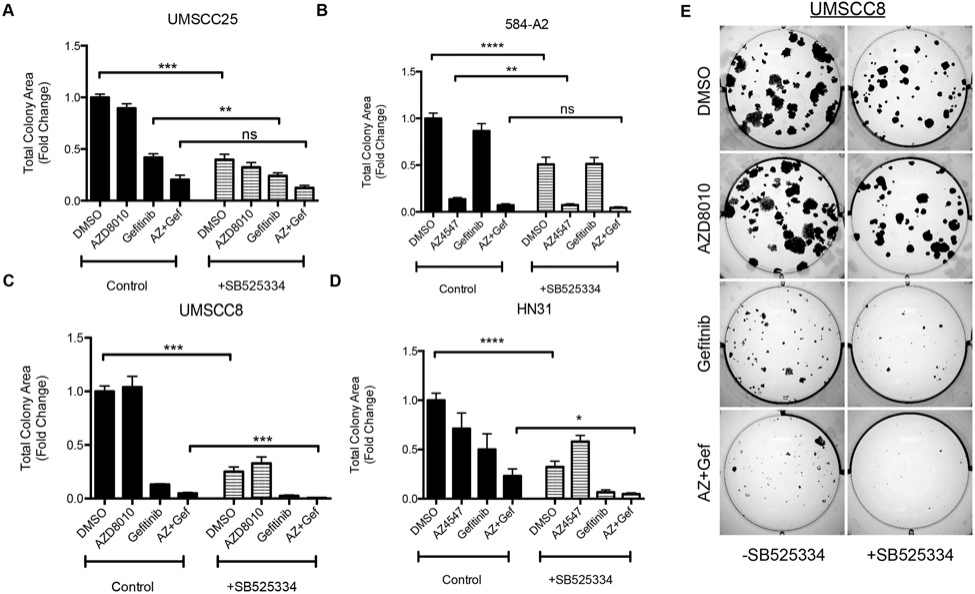
TGF- receptor inhibitors augment the effects of TKIs on colony growth formation. Clonogenic assays were performed where cells were treated with DMSO, 0.3μM AZD8010/AZD4547, 0.1μM gefitinib, or both in the presence or absence of a TGF- receptor I (TGFRI) small molecule inhibitor: SB525334 (1μM). After 2 weeks of incubation, colony growth was measured. This assay was performed in a panel of cell lines and is shown here for **A.** UMSCC25 **B.** 584-A2 **C.** UMSCC8 and **D.** HN31. **E.** Representative images of the experiment performed with UMSCC8 cells in C. *denotes a p-value <0.05; **denotes a p-value <0.006; *** and ****denotes a p-value <0.0001.

**Fig 5:**
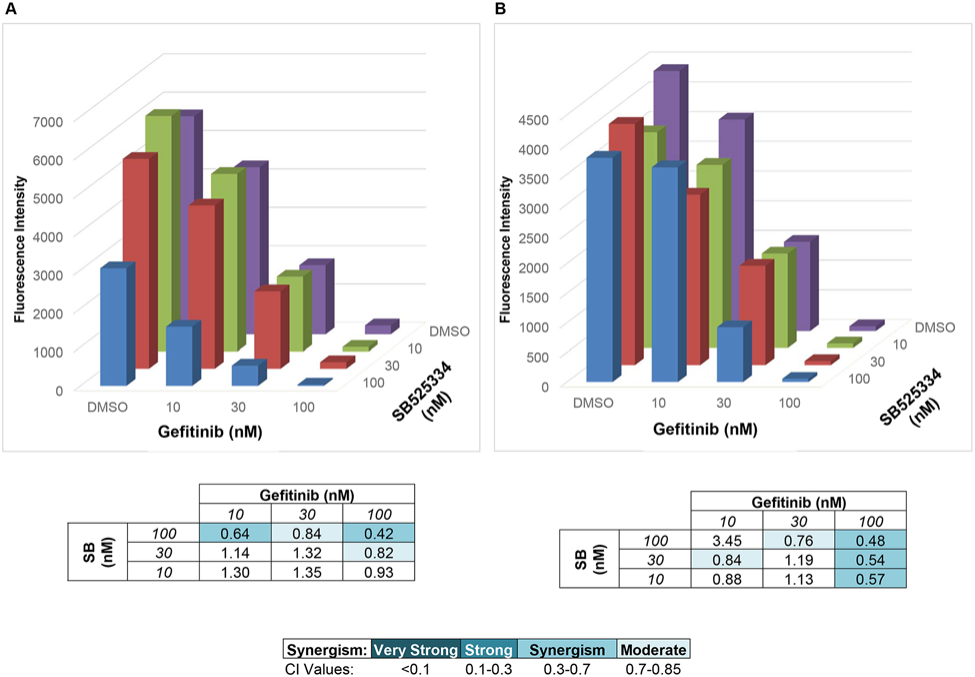
TKIs and SB525334 synergistically inhibit proliferation of UMSCC25 cells. A CyQUANT Direct Cell Proliferation Assay was performed on UMSCC25 cells treated with a concentration range of gefitinib and SB525334, alone and in combination. The experiment was performed in the absence (**A.**) or presence (**B.**) of 0.3μM AZD4547. The combinatorial indices (CI) were calculated with CalcuSyn Software and are presented in the tables below each graph.

## Discussion

The structure and function of the TGF-β signaling pathway is clearly complex, and has been shown to be both tumor-promoting and tumor-suppressive depending on the context and stage of tumor development [34–36]. During tumor initiation and early progression, the TGF-β pathway is viewed as a tumor suppressor with anti-proliferative effects [37]. During later stages of tumorigenesis, the TGF-β pathway often functions as a tumor promoter, and it has been associated with increased metastasis [38]. Our studies with HNSCC cell lines support a role for the TGF-β pathway as being pro-tumorigenic, in that it serves as an auxiliary growth factor pathway. Moreover, our studies show that TGF-β2 is upregulated at the transcriptional level in response to EGFR and FGFR-specific TKIs (Fig 2) and that inhibition of this pathway leads to decreased cell growth (Figs 3–5). TGF-β is secreted as a latent protein that requires extracellular activation prior to binding to the TGFβRs and inducing downstream signaling [35,39]. It has been reported that thrombospondin-1 (THBS1), a TKI-inducible gene (Fig 1), can participate in activation of latent TGF-β2 [28,40]. SPARC, another TKI-induced gene identified in all three cell lines tested has been shown to interact with THBS1 and also participate in extracellular TGF-β activation [29,41]. Thus, the HNSCC cell line response to TKI treatment involves the ligand TGF-β2, and distinct genes involved in the activation of the latent protein. Taken together, our data suggest a model whereby TGF-β2 functions as an inducible signal pathway that controls the intrinsic sensitivity to EFGR and FGFR inhibitors.

Furthermore, signaling downstream of the TGFβRs is also complex, where Smad signaling is considered the canonical signaling pathway [42,43]. In an effort to show changes in signaling downstream of TGF-β2, we measured phospho-Smad2 in UMSCC25 cells treated with control, 0.1μM gefitinib, 0.3μM AZD4547, or the combination for 4 days. However, an immunoblot revealed no change in phosho-Smad2 between the different treatment groups (S3 Fig). Thus, one or more non-canonical signaling pathways may be activated downstream of the TGFβRs when TGF-β2 is induced. Non-canonical TGFβR signaling pathways include MAPK pathways, the PI3K/Akt pathway, and Rho-like GTPase signaling pathways [44,45]. Attempts to dissect non-canonical signaling downstream of TGFβRs becomes difficult in our studies because the use of TKIs in this study also affect many of these pathways. Thus, elucidation of signaling pathways induced by TGF-β2 in HNSCC cells will require further investigation.

We recently demonstrated the existence of a signaling network involving EGFR, ERBB2, FGFRs, and MET in HNSCC cell lines where synergistic growth inhibition can be achieved with combinations of TKIs inhibiting all these RTKs [24]. Our present study indicates that the TGF-β2-TGFβR pathway adds to the mix, or network, of pathways driving growth in these HNSCC cell lines and may also function as a TKI-inducible resistance mechanism, although this will require extensive *in vivo* testing with xenografts in mice. Relative to lung cancers, HNSCC is noted for a general lack of somatic mutations and gene rearrangements in RTKs [2,46]. Rather, we hypothesize that complex RTK networks may serve as the growth driver in this cancer. Indeed, the existence of RTK co-activating networks is observed in multiple cancer types [47]. Simultaneous inhibition of TGF-β2-TGFβR and RTK signaling in HNSCC yields greater anti-tumor effects relative to blockade of either alone (Figs 3–5). Therefore, our data support the input from the TGF-β2-TGFβR pathway into this network.

While cetuximab is approved for treatment of HNSCC in conjunction with radiation and/or cytotoxic therapy [13], monotherapy with this inhibitor has not yielded cures. The existence of signaling networks in HNSCC rather than dominant mutated oncogenic drivers is likely to render monotherapy strategies ineffective. Rather, combination therapy with cocktails of TKIs and other targeted therapeutics is being put forward as a strategy for long-term control of cancers [48,49]. In this regard, TGFβR inhibitors might be considered as agents to include in combinations of targeted therapeutics for treatment of HNSCC.

## Supporting Information

S1 Fig HNSCC cells express TGFβRI and TGFβRII. qRT-PCR was performed on HNSCC samples to determine basal expression of A. TGFβRI and B. TGFβRII mRNA levels. Expression was normalized to GAPDH.
(PDF) Click here for additional data file.

S2 Fig RNAi-mediated silencing of TGF-2 inhibits clonogenic growth in UMSCC25 cells. The data from Fig 3 is reorganized and graphed to display only gefitinib and the shRNA values. A. shTGFB2.4 and B. shTGFB2.5; ****denotes a p-value<0.0001; ***denotes a p-value of 0.002.
(PDF) Click here for additional data file.

S3 Fig Phospho-Smad2 is not increased in TKI-treated UMSCC25 cells. UMSCC25 cells were treated for 4 days with DMSO-control, 0.3μM AZD4547, 0.1μM gefitinib, or the combination. Cell lysates were submitted to SDS-PAGE, and filters were probed for pSmad2 and total Smad2/3. No increase in pSmad2 was observed after incubation with TKIs. Na^+^/K^+^ ATPase was used as a loading control.
(PDF) Click here for additional data file.

S4 Fig Original Immunoblots. These are the original, uncropped western blots with the ladders that are seen in S3 Fig.
(PDF) Click here for additional data file.

# Supplementary material for: An Inducible TGF-β2-TGFβR Pathway Modulates the Sensitivity of HNSCC Cells to Tyrosine Kinase Inhibitors Targeting Dominant Receptor Tyrosine Kinases
**Source:** PLoS One. 2015 May 6;10(5):e0123600. doi: 10.1371/journal.pone.0123600

293T

UMSCC25

Control

TGF- $\beta$ 2

Control

AZD4547

Gefitinib

AZ+Gef

TGF- $\beta$ 2

pSmad2

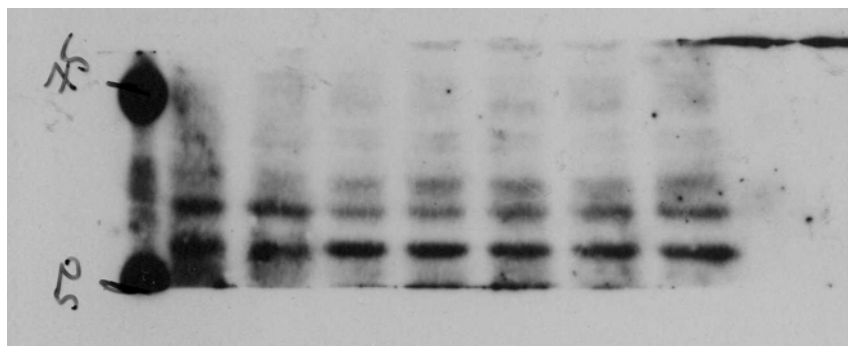

Smad2/3

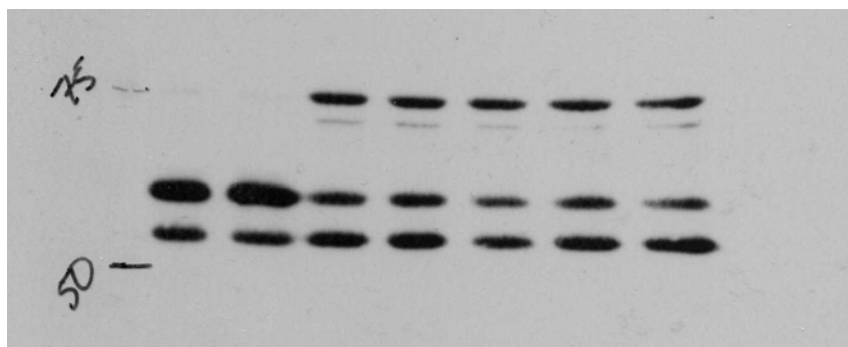

$\alpha$ -subunit  
Na<sup>+</sup>/K<sup>+</sup> ATPase

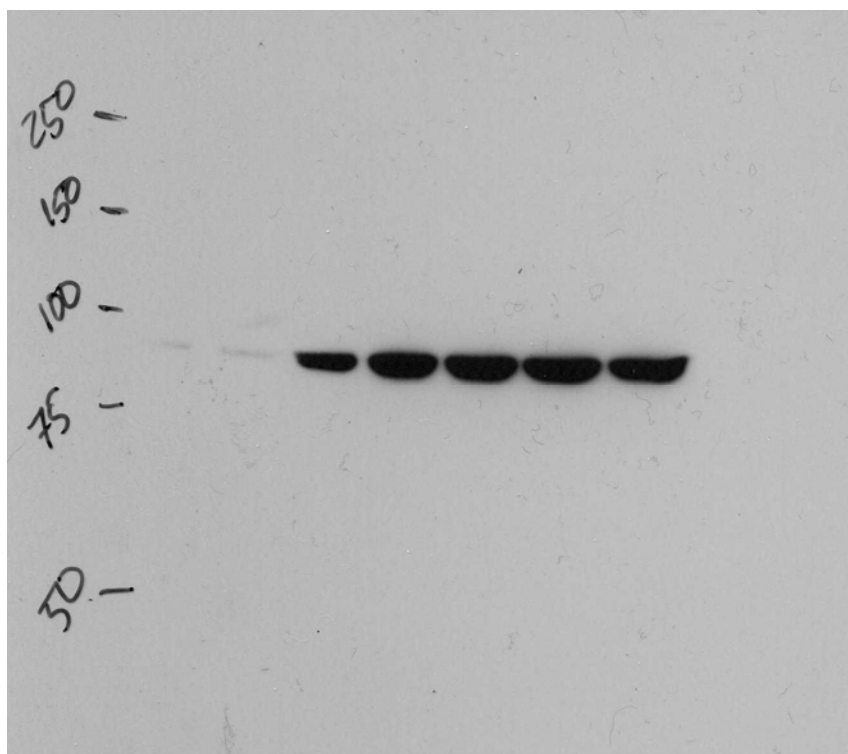

**Supplement:** S4 Fig — These are the original, uncropped western blots with the ladders that are seen in S3 Fig.

How the deposited data were processed for this re-analysis (not part of the article)

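Pooled kinome shRNA screens were analysed in the head and neck squamous cell carcinoma lines UMSCC25, UMSCC8 and UMSCC1, with 27 libraries in 9 groups of 3 plates (DMSO, gefitinib or AZD8931 in each line). Each library counts the shRNA cassettes amplified from the genomic DNA of 1 plate after 72 hours with the agent and 72 hours of recovery. Samples were grouped by the line, agent and replicate number in their labels, which match the paper. The doses are those of the Materials and Methods, 300 nM gefitinib and 30 nM AZD8931; one field of the labels gives 1000 nM for both.

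The authors deposited 1 table of raw counts, whole numbers per shRNA and library with no normalization. Their processing notes name Bowtie 1.0.0, edgeR and the hg19 build, without the version of edgeR or the role of each, and the paper cites the BiNG!S method for the shRNA reads. The table lists 3177 shRNAs by clone identifier, and 31 of them had 0 counts in all libraries. The files used here do not pair the identifiers with gene names. Names were taken only from Table 1, which pairs 6 of the identifiers with TGFBR1 or TGFBR2. Tests over all genes, 14 lists of kinases and the rank of a gene among all genes had been planned on the assumption that the table names genes, and these were not run. At most a few other shRNAs are given by identifier. The gene positions come from GENCODE release 29 of GRCh38, a different build from hg19; the deposited table has no coordinates, and none were converted.

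Library totals ranged from 178406 to 559422 counts. A count of 0 allows up to 3 counts, which is 16.8 CPM in the shallowest library and 5.36 in the deepest. PCR reads without molecular identifiers are not independent molecules, and such limits cover counting error only. The paper's text does not say whether the transduced plates of a line were pooled before the cells were divided, and p-values measure the spread between the 3 plates of a group, which may be technical. No replicate pair was closer than sampling noise allows, with a reduced chi-square of the counts between 6.21 and 43.1.

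The counts were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust estimation and glmQLFTest), with TMM normalization, the 9 libraries of a line in 1 fit, no replicate term, and shRNAs with at least 10 counts summed over these libraries. The threshold was an adjusted p of 0.05 (Benjamini-Hochberg). The standard error of a log2 fold change was derived from the quasi-likelihood F. CPM values use TMM-scaled library sizes. The 2-sided p of each shRNA that Table 1 lists for TGFBR1 (4 shRNAs) and TGFBR2 (2 shRNAs) was turned into a signed Z, and these were combined by the unweighted Stouffer method and adjusted over 2 genes and 6 comparisons, a family set after the identifiers were seen to lack gene names. Each combined Z was also placed among 10000 random sets of shRNAs of similar abundance. Differences of an inhibitor's effect between lines were tested as interactions over the 27 libraries, and the inhibitors were also compared with each other within each line. Table 1 reports these shRNAs from the same libraries, and the number of shRNAs of either gene in the library is not known here. The adjustment of the combined Z makes no allowance for the other genes of the kinome library.

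The choices made before the data were examined were the tests above and these alternatives: RLE size factors, total counts only, no filter beyond 1 count, filterByExpr, DESeq2 1.42.0, the edgeR exact test, a fit of only the 6 libraries compared, a replicate block, leaving out each library, a Stouffer Z weighted by the DMSO count, camera (limma 3.58.1) with a preset correlation of 0.01, and only the 2 shRNAs of Table 1 for each comparison. limma-voom was an alternative for the differences between lines. Combining the 3 lines by shRNA and a one-sided p for the shRNAs of Table 1 were added after the data were seen. The rule for named items, fixed beforehand, was TGFBR1 and TGFBR2, receptors the paper names, and the items with the largest changes in each comparison; without gene names, TGFBR1 and TGFBR2 and up to 4 identifiers chosen by the combination of lines, after their values were seen, are named.

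The fit was tested on libraries simulated for gefitinib against DMSO in each line from the real means, dispersions and library sizes, with 200 shRNAs lowered 2-, 4- or 8-fold. The quasi-likelihood test called 3 of 2890 unchanged shRNAs in the simulation of UMSCC25, 4 of 2918 in that of UMSCC8 and 3 of 2883 in that of UMSCC1. In that of UMSCC1 it called 1.49% of the shRNAs lowered 2-fold, 22.4% of those lowered 4-fold and 54.5% of those lowered 8-fold. DESeq2 called 9, 11 and 17 unchanged shRNAs in the simulations of UMSCC25, UMSCC8 and UMSCC1. Screens with the genome-wide library and cells treated with an FGFR inhibitor were not analysed here.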

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

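The tests of depth and of swapped labels were chosen after the result was seen, as were the combination of lines and the use of the left-out libraries to weigh the TGFBR2 shRNAs; leaving out each library within a line or pair of lines and the tests of template sampling were set beforehand. Among 12 sets of 9 libraries (4 measures in 3 lines), 5 held a library farther from the rest than Dixon's 95% value, and chance gives about 1 in 20.

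In UMSCC8, DMSO replicate 1 had 328 shRNAs at 0 and a median correlation of 0.763 with the other libraries of its line, both far from the others. When the other UMSCC8 libraries were thinned to no more than its 427180 counts, at most 139 shRNAs were at 0, which argues against depth. Its highest median correlation with another line minus that with its own line was -0.0467, which argues against a swap with a library of another line. Its deviation in excess of the other libraries fell with abundance, with a log-log slope of -0.69 (bootstrap SD 0.066; -1 is pure sampling), so that fewer cells or DNA templates in this library remain a candidate explanation. The labels name no condition that sets this plate apart from the other DMSO plates, and no biological explanation was tested.

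In UMSCC1, AZD8931 replicate 1 had a median correlation of 0.769 with the other libraries of its line, far from the others, and 354 shRNAs at 0. Thinning the other UMSCC1 libraries to no more than its total left at most 260 at 0, and its correlation with another line minus that with its own line was -0.0588, which argue against depth and against a swap with a library of another line. The slope of its excess deviation on abundance was 0.46 (bootstrap SD 0.11), so that its deviations grew with abundance, which argues against template sampling as the whole cause. A response to AZD8931 seen on 1 plate of 3 cannot be separated here from other differences of that plate, and it was not tested.

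The TGFBR2 shRNAs were lower with gefitinib in UMSCC8, where DMSO replicate 1 stands apart and gefitinib replicate 3 had the lowest total (178406 counts, far from the other UMSCC8 libraries). For TRCN0000040011 the log2 fold change was -2.02 without DMSO replicate 1 (unadjusted p = 0.00220) and -1.60 without gefitinib replicate 3 (unadjusted p = 0.0238), which argues against either library alone as the source of its lower level. For TRCN0000040008 it was -0.15 without DMSO replicate 1 (unadjusted p = 0.806), so that this library is a candidate source of its lower level, and -1.69 without gefitinib replicate 3, which argues against the latter. The combined Z without DMSO replicate 1 was -2.34 (adjusted p = 0.232). For TRCN0000040011, an effect of gefitinib on cells that carry it and a chance difference between plates remain open.

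In UMSCC1 DMSO replicate 2, the most abundant shRNA took 14.0% of the counts, far from the other UMSCC1 libraries. For 2 shRNAs the change with AZD8931 differed between UMSCC1 and UMSCC25 in edgeR's interaction test. One had a fitted log2 difference of -9.90 (adjusted p = 0.0385) with 0 counts over the AZD8931 libraries of UMSCC1, so that the fitted size depends on the prior count; in UMSCC1 it was at least 22.6-fold lower with AZD8931, against the limit of 3 counts over the group. The other had a log2 difference of 4.69 (adjusted p = 0.0481). When each of 12 libraries was left out in turn, 0 to 28 shRNAs were called, and the other settings gave 0 to 67. Without UMSCC1 AZD8931 replicate 1 both calls ended (adjusted p = 0.150 and 0.261). The first difference went from -9.90 (standard error 1.93) to -9.95 (standard error 2.15), with a larger error and no smaller difference, and the second from 4.69 (standard error 0.98) to 3.83 (standard error 1.06), with a smaller difference and a larger error. Of 50 regroupings of the libraries within the lines, the real one included, 2 gave as many calls, and the highest of the others was also 2 calls. This share is under 0.05 for 1 of 6 comparisons tested in this way, with no allowance for the others, and chance is not firmly excluded.

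Combining the 3 lines by shRNA, which the paper does not report, called 1 shRNA lower and 2 higher with gefitinib, and 2 lower and 2 higher with AZD8931, of 3053 tested in all lines; 335 and 262 had an unadjusted p under 0.05, against 152.65 by chance. TRCN0000000374, the identifier of an abundant shRNA with 1.75% of the counts of a library on average, was higher with gefitinib (Z = 4.85, adjusted p = 0.00385) and with AZD8931 (Z = 4.59, adjusted p = 0.0137). Its log2 fold changes with gefitinib were 1.06 in UMSCC25, 1.09 in UMSCC8 and 0.24 in UMSCC1. TRCN0000006033 was lower with gefitinib (Z = -4.36, adjusted p = 0.0196) and with AZD8931 (Z = -4.19, adjusted p = 0.0287), with log2 fold changes with gefitinib of -1.18, -1.52 and -1.38 in the same order. TRCN0000039879 was higher with gefitinib (Z = 4.123, adjusted p = 0.0381), TRCN0000001495 was lower with AZD8931 (Z = -4.12, adjusted p = 0.0287; log2 fold changes of -1.31 in UMSCC25, -1.15 in UMSCC8 and -0.03 in UMSCC1), and 1 further shRNA was higher with AZD8931 (Z = 4.122, adjusted p = 0.0287). Both inhibitors were compared with the same DMSO libraries, which therefore enter both calls of an shRNA. When each of 18 libraries was left out in turn, TRCN0000000374 passed with gefitinib 18 times and with AZD8931 12 times, and TRCN0000006033 15 and 6 times. TRCN0000039879 passed with gefitinib 10 times, TRCN0000001495 with AZD8931 8 times and the further shRNA 7 times. The number called with gefitinib was 1 without DMSO replicate 1 of UMSCC25 or of UMSCC1, 5 without gefitinib replicate 3 of UMSCC25 or gefitinib replicate 1 of UMSCC1, and 6 without gefitinib replicate 3 of UMSCC8 or DMSO replicate 3 of UMSCC1. The number called with AZD8931 was 0 without any 1 of the UMSCC25 DMSO libraries, AZD8931 replicate 2 of UMSCC25 or of UMSCC8, or DMSO replicate 1 of UMSCC1. It was 1 without AZD8931 replicate 1 of UMSCC25 or DMSO replicate 2, DMSO replicate 3 or AZD8931 replicate 3 of UMSCC8, 7 without AZD8931 replicate 1 of UMSCC1 and 8 without DMSO replicate 1 of UMSCC8. With total counts only, 5 were lower and 2 higher with gefitinib, and 2 lower and 1 higher with AZD8931.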

How the results depend on the processing

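Across 676 recomputed values, 571 were judged the same. These stayed on their side of the threshold or within their spread, or were counts of called shRNAs that stayed equal or close. Many of them were counts of 0 that stayed at 0. No within-line count of called shRNAs changed with RLE size factors, total counts only, either filter on low counts or, for the inhibitors against DMSO, the replicate block. The replicate numbers do not pair the plates: the deviations of same-numbered libraries correlated between -0.196 and 0.207, 2 of 27 pairs were over 0.1, and 6 of 27 libraries correlated best with their own number. With the replicate block the calls between AZD8931 and gefitinib in UMSCC1 went from 1 to 0, those between UMSCC1 and UMSCC25 with AZD8931 from 2 to 0, and the combined Z of TGFBR2 with gefitinib in UMSCC8 to -2.60 (adjusted p = 0.111). Low counts limit some shRNAs, such as TRCN0000039774 and TRCN0000040008 in UMSCC25. Depth was not separated there from a low abundance of these shRNAs among the cells of the line. The tests over all genes and of the kinase lists were not run, for lack of gene names. The exact test and the fit of 6 libraries do not apply to differences between lines. The one-sided p, added after the values were seen, changed no call. Where no cause is given, the cause was not tested.

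Against counts of 0 called shRNAs with edgeR's quasi-likelihood test, DESeq2 called 14 with gefitinib and 8 with AZD8931 in UMSCC25. DESeq2 also called 76 with gefitinib in UMSCC8 and 24 with AZD8931 in UMSCC1. The edgeR exact test called 3, 60, 0 and 3 in the same comparisons, in the same order. Fitting only the 6 libraries compared called 18 with AZD8931 in UMSCC25. Between AZD8931 and gefitinib in UMSCC1, where 1 was called, DESeq2 called 97 and the exact test 50. Between lines, DESeq2 called 2 with gefitinib for UMSCC1 against UMSCC25 and 3 for UMSCC1 against UMSCC8, and with AZD8931 67 and 4, where edgeR called 0, 0, 2 and 0. Total counts only and limma-voom each called 1 for UMSCC1 against UMSCC25 with AZD8931.

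Leaving out each library gave 0 to 48 calls between AZD8931 and gefitinib in UMSCC25 (48 without gefitinib replicate 1), 0 to 46 in UMSCC1 (46 without AZD8931 replicate 2, and 0 without AZD8931 replicate 3, gefitinib replicate 1 or gefitinib replicate 2), and 0 to 1 with AZD8931 in UMSCC1 (1 without DMSO replicate 2). Between UMSCC1 and UMSCC25 it gave 0 to 2 calls with gefitinib and 0 to 28 with AZD8931, and between UMSCC1 and UMSCC8 0 to 1 with gefitinib.

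The combined Z of TGFBR2 with gefitinib in UMSCC8 was -2.44 with camera (adjusted p = 0.177 with the preset correlation and 0.551 with an estimated one), and ranged from -3.31 to -2.34 when a library was left out (adjusted p from 0.0113 to 0.232). Over its alternatives other than camera, the block and a left-out library, the adjusted p lay between 0.00758 and 0.0419. The combined Z of TGFBR1 with gefitinib in UMSCC25 turned to 0.23 when the shRNAs were weighted by their DMSO counts (adjusted p = 0.818), where TRCN0000039774 has the least weight by construction. The combined Z of TGFBR1 and TGFBR2 in UMSCC25 passed the threshold under no alternative run (lowest adjusted p = 0.0727). With gefitinib in UMSCC25, the log2 fold change of TRCN0000039777 ranged from -0.19 to 0.66, that of TRCN0000039775 from -0.77 to 0.94, that of TRCN0000039776 from -0.85 to 0.17, that of TRCN0000040011 from -1.31 to -0.45 and that of TRCN0000040008 from -3.16 to 0.14 when a library was left out. With AZD8931 in UMSCC25, that of TRCN0000039777 ranged from -2.46 to -0.80, that of TRCN0000039775 from -1.35 to -0.70 and that of TRCN0000040008 from -1.09 to -0.16. Between the DMSO libraries of UMSCC8 and UMSCC25, where 23 were called, DESeq2 called 155, the exact test 209, the fit of 6 libraries 87 and the block 15. Between UMSCC1 and UMSCC25 (162 called), DESeq2 called 296 and the exact test 314, and between UMSCC1 and UMSCC8 (155 called) DESeq2 called 332 and the fit of 6 libraries 45. Across the 3 lines, where 3 were called with gefitinib and 4 with AZD8931, total counts only called 7 with gefitinib, DESeq2 21 with gefitinib, the exact test 9 with each, and the block 1 with AZD8931.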

Differences from the paper's values

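The 60 counts that Table 1 prints for these shRNAs equal the deposited ones. The p-values differ. In each pair below the paper's value comes first and the value from edgeR's quasi-likelihood test second. The paper's text does not name the test behind its p column or the weights behind its weightZ_P, and the values here are two-sided unless a one-sided value is named.

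With gefitinib in UMSCC25, the paper's p for TRCN0000039774 is 9.47e-05, against 0.0156 here. None of the 14 alternatives set before the data were examined came within 1.5 times (0.00621 to 0.133). For TRCN0000040011 the paper's p is 0.088, against 0.146 here; of the 14 alternatives, total counts only came within 1.5 times. With AZD8931 in UMSCC25, the paper's p is 0.0062 for TRCN0000039777 (0.0620 here), 0.049 for TRCN0000039775 (0.177 here), 0.011 for TRCN0000040011 (0.0440 here) and 0.298 for TRCN0000040008 (0.637 here), and none of the alternatives set before the data were examined came within 1.5 times for any of them. With gefitinib in UMSCC8, the paper's p is 0.0016 for TRCN0000040011, against 0.00727 here, and the value without DMSO replicate 1 came within 1.5 times. For TRCN0000040008 the paper's p is 0.027, against 0.0703 here, and the values without DMSO replicate 2 and without DMSO replicate 3 came within 1.5 times.

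A one-sided p for a lower abundance was an alternative chosen after seeing the values. It was derived from the quasi-likelihood test only. It came within 1.5 times of the paper's for 4 of the 10 shRNA p-values. For 3 of them the two-sided value did not: TRCN0000040011 with gefitinib in UMSCC25 (0.0732 one-sided), TRCN0000040008 with AZD8931 in UMSCC25 (0.318) and TRCN0000040008 with gefitinib in UMSCC8 (0.0352). The fourth, TRCN0000039776 with gefitinib in UMSCC25, was within 1.5 times on either scale (0.45 in the paper, 0.314 one-sided and 0.627 two-sided). TRCN0000040008 with gefitinib in UMSCC25 was within 1.5 times two-sided (0.583 in the paper, 0.767 here) and was not one-sided (0.383). The one-sided values of 0.00778 for TRCN0000039774 with gefitinib, 0.0310 for TRCN0000039777, 0.0886 for TRCN0000039775 and 0.0220 for TRCN0000040011 with AZD8931 in UMSCC25, and 0.00363 for TRCN0000040011 with gefitinib in UMSCC8, remained more than 1.5 times the paper's.

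For the combined values, the paper's weightZ_P for TGFBR1 in UMSCC25 is 0.00016 with gefitinib, against 0.368 here, and 0.0047 with AZD8931, against 0.119 here. The values here combine the 4 TGFBR1 shRNAs of Table 1 and the paper's table lists 2 per comparison; over those 2 the values are 0.0400 and 0.0230. For TGFBR2 the paper's value is 0.023 with AZD8931 in UMSCC25, against 0.0788 here, and 8.84e-05 with gefitinib in UMSCC8, against 0.00148 here. None of the 17 alternatives set before the data were examined came within 1.5 times for these 4 values. One-sided from the quasi-likelihood test, 0 of the 5 combined values came within 1.5 times. That of TGFBR2 with AZD8931 in UMSCC25 was 0.0394, and that with gefitinib in UMSCC25 moved away from the paper's, to 0.108. One-sided values from the other tests were not computed, so whether one comes closer to the paper's is not known here. After adjustment the one-sided test called TGFBR2 with gefitinib in UMSCC8 (adjusted p = 0.00891), as the two-sided one did, and did not call the 4 combined values in UMSCC25 (lowest adjusted p = 0.143).

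In its text the paper names TGFBR1 with both inhibitors in UMSCC25 as a hit, and TGFBR2 in UMSCC25 without naming the inhibitor. Table 1 lists TGFBR2 in UMSCC25 with both gefitinib and AZD8931. Here the combined Z of TGFBR1 in UMSCC25 had adjusted p-values of 0.630 with gefitinib and 0.285 with AZD8931, and that of TGFBR2 had 0.432 and 0.285, and no alternative run brought one of them under 0.05. For TGFBR2 with gefitinib in UMSCC25, the paper's weightZ_P is 0.218, against 0.216 here; the value here was 0.0121 without gefitinib replicate 2 and 0.586 without gefitinib replicate 3. The paper also names TGFBR2 in UMSCC8, where the adjusted p with gefitinib here was 0.0178; it was 0.177 with camera, 0.551 with an estimated correlation, 0.232 without DMSO replicate 1, 0.0933 without gefitinib replicate 1 and 0.0563 without gefitinib replicate 2. The rank of a gene among all genes could not be computed without gene names.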

Other observations

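The tests of regrouped libraries for the differences between lines were set beforehand. The splits of 3 libraries against 3 are counted at an unadjusted p, which was chosen after the adjusted counts were seen, as was the simulation that leaves DMSO replicate 1 out of the comparison of the inhibitors' effects in UMSCC8. Table 1 does not list TGFBR1 in UMSCC8, AZD8931 in UMSCC8, or UMSCC1. In UMSCC8, the combined Z of TGFBR2 with AZD8931 was -1.75 (adjusted p = 0.285), and log2 fold changes were -0.83 for TRCN0000040011 (standard error 0.59) and -0.78 for TRCN0000040008 (standard error 0.66). TGFBR1 in UMSCC8 had a combined Z of -0.18 with gefitinib and -0.25 with AZD8931 (adjusted p = 0.857 for both). TRCN0000039774 had 10 counts over the DMSO libraries of that line, 22 over those with gefitinib and 34 over those with AZD8931. It had 7.10 ± 6.25 CPM with DMSO and 22.8 ± 8.18 with gefitinib (SD, n = 3 plates). The log2 fold change with gefitinib was 1.60 (standard error 1.22, adjusted p = 0.602 by edgeR's quasi-likelihood test). Every gefitinib plate was above every DMSO plate, at few counts (exact permutation test, two-sided p = 0.1). In UMSCC1, TGFBR1 had a combined Z of -0.30 with gefitinib (adjusted p = 0.857) and -1.56 with AZD8931 (adjusted p = 0.285), and TGFBR2 one of -0.64 and -0.60 (adjusted p = 0.729 for both). TRCN0000039774 had 106 counts over the DMSO libraries of UMSCC1, 87 of them in DMSO replicate 1, 11 over those with gefitinib and 19 over those with AZD8931 (adjusted p = 1.00 with gefitinib by edgeR's quasi-likelihood test). The change of TGFBR1 or TGFBR2 with an inhibitor did not pass a test of the difference between any pair of lines (adjusted p = 0.874 in each of 12 tests).

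In UMSCC1, no shRNA passed an adjusted p of 0.05 with either inhibitor by edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 64 were lower and 50 higher with gefitinib, and 144 lower and 149 higher with AZD8931, of 3083 tested, where chance gives 154.15; DESeq2 called 0 with gefitinib and 17 lower and 7 higher with AZD8931, and the exact test 0, and 2 lower and 1 higher. Compared directly at their different doses, AZD8931 and gefitinib differed for 0 shRNAs in UMSCC25 (249 at an unadjusted p under 0.05), 0 in UMSCC8 (155) and 1 in UMSCC1 (445); DESeq2 and the exact test called 97 and 50 in UMSCC1 and 0 in the other lines. For TRCN0000040011 in UMSCC8, AZD8931 minus gefitinib was 1.10 on the log2 scale (standard error 0.62).

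The gefitinib and AZD8931 effects share their DMSO libraries. Across shRNAs, their log2 fold changes had a covariance of 0.425 in UMSCC8, against 0.198 (SD 0.0095) in 20 simulations with no effect, 0.274 against 0.201 (SD 0.020) in UMSCC25, and 0.335 against 0.379 (SD 0.031) in UMSCC1. The correlations were 0.684 in UMSCC8, 0.443 in UMSCC25 and 0.284 in UMSCC1, against 0.484, 0.494 and 0.501 simulated; they are across shRNAs, which are not independent replicates. The correlation in UMSCC25 was 0.252 without gefitinib replicate 1, and that in UMSCC1 0.187 without gefitinib replicate 3 and 0.179 with filterByExpr. Without DMSO replicate 1, the covariance in UMSCC8 was 0.332 against 0.215 (SD 0.013) simulated, so that part of the excess in covariance rested on that library (correlation 0.633 without it, against a mean of 0.599 and a highest value of 0.634 simulated). At an unadjusted p under 0.05, 57 shRNAs were lower with both inhibitors in UMSCC8, against 11.6 simulated and 8.35 for independent lists, and 59 higher, against 20.0 and 6.12. Without DMSO replicate 1, 46 were lower with both, against 14.9 simulated and 5.12 for independent lists, and 77 higher, against 25.0 and 8.49. In UMSCC25, 20 were lower with both, against 10.8 simulated and 3.40 for independent lists, and 52 higher, against 19.1 and 7.81. In UMSCC1, 9 were lower with both, against 9.30 and 2.99, and 14 higher, against 21.0 and 2.42. The DMSO libraries cannot be divided into 2 sets of at least 2, and part of each excess may come from sharing them. The simulations hold no effect, and their lists were not matched in length to the real ones. The real lists of UMSCC8 hold 217 shRNAs lower with gefitinib and 120 with AZD8931. Part of an excess over the simulated number may therefore come from list length, and this part was not separated.

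With DMSO, 7 shRNAs were lower and 16 higher in UMSCC8 than in UMSCC25, 88 lower and 74 higher in UMSCC1 than in UMSCC25, and 98 lower and 57 higher in UMSCC1 than in UMSCC8, of 3121 tested with edgeR; the transduced cells of each line were divided into its plates, so that these counts describe the transduced cells of 3 lines. With total counts only, the calls were 3 lower and 16 higher, 118 lower and 43 higher, and 127 lower and 28 higher in the same order. The 23 calls between UMSCC8 and UMSCC25 became 0, 4 or 6 without UMSCC25 replicate 1, 2 or 3 and 8 without UMSCC8 replicate 3. The 162 between UMSCC1 and UMSCC25 became 45, 61 or 38 without UMSCC25 replicate 1, 2 or 3 and 101 without UMSCC1 replicate 2. The 155 between UMSCC1 and UMSCC8 became 98 or 96 without UMSCC1 replicate 1 or 2 and 93 or 83 without UMSCC8 replicate 2 or 3. TRCN0000040008 had a log2 difference of 3.63 between UMSCC8 and UMSCC25 with DMSO (standard error 0.89, adjusted p = 0.0668).

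Each comparison of 3 libraries against 3 has 10 splits, too few for a share under 0.05. At an unadjusted p under 0.05, the real split gave 232 shRNAs and the highest other split 198 with gefitinib in UMSCC25, 288 and 133 with AZD8931 in UMSCC25, 404 and 237 with gefitinib in UMSCC8, 222 and 189 with AZD8931 in UMSCC8, 114 and 160 with gefitinib in UMSCC1, and 293 and 347 with AZD8931 in UMSCC1. The numbers of splits as large as the real one, itself included, were 1, 1, 1, 1, 3 and 3. Between AZD8931 and gefitinib they were 249 and 428 in UMSCC25 (3 splits as large), 155 and 173 in UMSCC8 (2 splits) and 445 and 289 in UMSCC1 (1 split). Of the 9 other splits of the AZD8931 and gefitinib libraries of UMSCC25, the highest called 45 shRNAs at an adjusted p of 0.05 where the real one called 0, which points to a structure of these libraries; the real split called 48 without gefitinib replicate 1. Between the DMSO libraries of 2 lines, the real split gave 467, 622 and 692 and the highest other 79, 131 and 279 (1 split as large in each). For the differences between lines with 0 calls, a count of 0 is reached by every regrouping (50 of 50), and these regroupings say nothing about chance; the highest of them was 9 calls, for UMSCC1 against UMSCC8 with gefitinib.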
